A study of Danio rerio with 5 samples.

How the data were processed

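The series holds 5 samples of fluorescence-sorted cells from zebrafish larvae 5 days after fertilization. In 3 of them (um148 libraries 1 to 3), cells positive for a citrine reporter of pdgfrb were sorted from um148 mutants and made into bulk libraries primed with oligo-dT (TotalScript). In the other 2 (single-cell libraries 1 and 2), cells positive for an EGFP reporter of pdgfrb were made into 10x 3′ v3 libraries. The sample titles name the mutant allele only as um148, and the strain label writes it as an allele of pdgfb. Which gene the allele disrupts was not settled from the files.

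The authors' deposited table of the bulk libraries lists 17540 genes. Its columns for the um148 libraries hold a normalized signal, which is read counts that the authors divided by 1 size factor per library: all values of a library lie on whole multiples of 1 step, within 0.01 of a whole number. The size factors multiplied out give 16848358, 19440480 and 21437870 reads in genes of the table. The same deposited table gives a log2 fold change, its ratio on the linear scale (fold change), a test statistic (a score whose chi-square tail with 1 degree of freedom equals the p-value within 1% for 17534 genes and not for 6), a p-value, an adjusted p-value and the -log10 of it, each as deposited by the authors. The direction of the fold change was read from the values: taken as um148 over wild-type it implies a wild-type total of 20284258, close to the mean um148 total of 19212955, whereas the other direction implies 91949403. Adjusted p-values equal the Benjamini-Hochberg adjustment over 16853 genes. The other 687 genes have none and were not counted as called. The program that made the comparison, the aligner and the genome build are not stated, and the gene identifiers are those of the single-cell files. Standard errors take the test statistic as the squared ratio of the log2 fold change to its standard error. That reading of the statistic was not tested. No wild-type library is among the samples of the series, so the 3 columns of wild-type values were not used, and no test of the genotypes was made beyond the authors' own statistics. The lowest mean in the table is 15.03 in um148 and the lowest implied mean is 15.5 in wild-type, so a gene nearly absent from 1 genotype is not listed.

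For the single-cell libraries the deposited matrices hold UMI counts for 36351 genes, made per the file headers with 10x software 3.1.0 and already reduced by the authors to called barcodes. Barcodes with fewer than 500 genes or with over 10% of UMIs from the 13 mitochondrially encoded protein genes were removed. Doublet scores came from simulated doublets (2 per barcode, 30 principal components). The automatic threshold on the scores marked 0 barcodes in each library, so the barcodes of highest score were removed at a rate of 0.8% per 1000 barcodes left after the other filters, which took out 282 and 493. Counted on all called barcodes, the rate would be higher. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were reduced to 50 principal components, and cells were clustered together without batch correction on a graph of 20 neighbours (Leiden, resolution 1). Clusters of at least 100 cells that carried the markers of a class but could not be named were clustered again on 15 components.

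A cluster was named by 23 marker sets written before the data were examined. It needed at least 60% of a set's genes, and at least 3, raised at least 2-fold in at least 10% of its cells (with 5 CPM, that is UMI counts scaled to a common total, added to both sides). At least 1 marker also had to be among its 10 genes of highest fold, with no more markers of another class there. The markers for pericytes were abcc9, kcnj8, notch3, cspg4, rgs5a, rgs5b and cd248a, so ndufa4l2a and kcne4 played no part. The resolution, the second round of clustering and the 60% and top-10 rules were set after clusters had been seen, and after fold changes of single genes in the mutant table had been seen, but before any list was tested. Names carry the ending "-like" since they rest on these markers alone. The naming is rebuilt here, so its classes and shares may differ from the study's.

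Counts were summed per library and class. A gene was called enriched in a class if its CPM was at least 4-fold that of all other kept cells of the library (a sum of under 3 counts set to 3), was at least 20, and had a UMI in at least 10% of the class's cells, each in both libraries. No p-value was given to these genes because the classes were made from the same cells. Each list's median log2 fold change in the authors' table was compared with 10000 random lists of equal size drawn from 20 bins of mean expression. They were drawn from the 9197 genes of the table that pass the level and detection minimums in at least 1 class, or unnamed cluster of at least 100 cells, in both libraries (10126 genes before matching to the table). This choice of background was made after the other choices, and an alternative drew from all genes of the table. The p-values of medians are two-sided and cannot go below 0.0002. Counts of called genes were tested one-sided, with 0.0001 as the smallest value. The random lists treat genes as independent, which genes of 1 cell type are not, and they carry no error between animals. Benjamini-Hochberg adjustment covered the 15 other classes. Shares have exact Clopper-Pearson 95% intervals, CPM values have exact Poisson intervals, and a count of 0 is given with the limit of 3 counts of the total. Intervals and limits cover counting error only.

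Genes named were set by rules written before the data were examined. They are 17 fixed genes (pdgfrb, pdgfba, pdgfbb, ndufa4l2a, kcne4, pla1a, cox4i2, vtnb, acta2, tagln and the 7 pericyte markers), the 10 pericyte-enriched genes whose smaller fold of both libraries was highest, the 5 lowest and 5 highest fold changes among called genes of mean expression at or above the table's median of 234, and the 10 lowest fold changes among called pericyte-enriched genes. Any other gene is named after its values were seen.

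The steps were tested on simulated data. The size rule for pericyte-like against all other cells recovered 198 of 200 genes raised 8-fold among 36351 and called 0 unchanged genes. The raised genes had at least 20 CPM over all cells and their counts varied by Poisson error only. Recovery of genes that are low elsewhere or found in few cells was therefore not tested. The list test on 9197 genes gave p under 0.05 for 7.5% of 200 unshifted lists of 154 genes and found 94% of lists shifted by -0.2. That shift is larger than the observed -0.148 between the pericyte-enriched list and random lists, so power at the observed size was not tested. The size factor step was found within 0.01% in 3 of 3 simulated libraries of 17540 genes. Gene symbols came from the files, and the RefSeq gene table (GRCz12tu) was used only for synonyms and for which genes are neighbours. By symbol or synonym 85.0% of the table's genes matched it. Alternatives covered the cell filters, clustering (a lower and a higher resolution, by a factor of 2 each), naming, size rule, random lists, thresholds, thinning of cells to 1000 UMIs and leaving out each library. Analyses ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scikit-image 0.26.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.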

Results

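Gene expression was measured in pdgfrb reporter-positive cells sorted from 5-day zebrafish larvae, in 3 bulk libraries from um148 mutants and in 2 single-cell libraries. The um148 libraries had normalized totals of 16997792, 19409286 and 21231786 over the 17540 genes of the authors' table. The 10 most abundant genes took 17.7%, 18.5% and 23.0% of these totals. Single-cell library 1 held 70247500 UMIs in 12121 barcodes, with a median of 3460 UMIs per barcode. Single-cell library 2 held 77896721 UMIs in 10182 barcodes, with a median of 4910. The 3 um148 libraries form 1 group and the 2 single-cell libraries another, and the labels name no batch. Genome positions are not given because the files do not state their build.

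The um148 libraries were compared with each other to learn how far they vary as replicates of 1 group. Across genes, which are not independent replicates, Spearman correlations were 0.919 for libraries 1 and 2, 0.908 for 1 and 3, and 0.916 for 2 and 3. The median over genes of the SD of log2(CPM + 1) was 0.344 over the 3 libraries. With a pseudocount of 10 in place of 1 this SD was 0.187, the alternative that moved it most. Counts of each pair differed by more than sequencing depth alone gives (chi-square per degree of freedom 85.3, 141.8 and 179.2), so no library is the same library sequenced again. Whether any shared RNA or animals cannot be read from the counts. The reporter's own gene, pdgfrb (LL0000021525), had normalized counts of 4852, 5357 and 3845, a mean of 4685 ± 770 (SD, n = 3). Its authors' log2 fold change, um148 over wild-type, was -1.21 ± 0.30 (standard error taken from the test statistic), with an adjusted p of 0.0014. If um148 disrupts pdgfrb itself, which the files leave unsettled, this is the value of the disrupted gene's own transcript. The ligand genes were far lower. Normalized counts of pdgfba (LL0000021520) were 84.8, 54.9 and 132.7, and those of pdgfbb (LL0000021521) were 61.5, 14.98 and 32.7. Both had a log2 fold change of -0.66, with adjusted p-values of 0.366 and 0.538, so no difference from wild-type was detectable for either ligand gene.

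The authors' comparison of um148 with wild-type asks which genes of the reporter-positive cells change in the mutant. At an adjusted p under 0.05 it called 1905 genes, 11.3% of the 16853 with an adjusted p. Of these, 864 were lower in um148, with a median log2 fold change of -1.22, and 1041 were higher, with a median of 1.54. The median over all genes was 0.02. The split depended on abundance: among genes with mean expression at or above the median of the table, 645 were lower and 522 higher. At an adjusted p under 0.01, the alternative that moved the total most, 985 genes were called. Among called genes at or above the median expression, the 5 lowest log2 fold changes were those of sc:d217 (-4.83), cxcl8b.1 (-4.74), cyp4v7 (-3.94), CABZ01078320.1 (-3.90) and cxcl8a (-3.80). Their normalized counts in um148 were low, with sc:d217 at 1.01, 23.0 and 26.7 in libraries 1, 2 and 3. The 5 highest were those of XLOC_043834 (7.60), AL935186.6 and AL935186.9 (7.35 each), CT583728.25 (7.30) and wu:fi09b08 (6.96). Values of AL935186.6 and AL935186.9 are identical in every column, so they count as 1 measurement. Between libraries some of these varied widely: CT583728.25 had normalized counts of 8894, 15361 and 70583, and XLOC_043834 had 97060, 100305 and 21396. In the single-cell libraries CT583728.25 had 0 CPM in pericyte-like and in all other kept cells. AL935186.6 had 0.47 and 0.30 CPM in the other cells. XLOC_043834 was found in 96.4% and 95.2% of pericyte-like and 95.9% and 96.3% of neuron-like cells. These rises can therefore not be assigned to a cell class, and an artifact of the libraries was not tested.

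After filtering, 5653 cells (46.6% of barcodes) remained in single-cell library 1 and 7358 (72.3%) in library 2. Median depths of kept cells were 5633 and 6014 UMIs. The mitochondrial limit removed 3976 barcodes of library 1 and 407 of library 2, so the libraries differed most at this step. Clustering gave 44 clusters in a first round and 70 after the second, of which 16 classes could be named. Unnamed clusters held 60.4% of cells in each library. Pericyte-like cells numbered 56 in library 1, a share of 0.991% (95% interval 0.749 to 1.29), and 62 in library 2, a share of 0.843% (0.647 to 1.08), a mean of 0.917% ± 0.105 (SD, n = 2). Both the naming rule and the clustering move this share, which was 0.398% at the lower of the other clustering resolutions. Without the requirement of a marker among the 10 leading genes it was 1.67%, and with that requirement dropped and only 1 round of clustering it was 3.47%, the alternative that moved it most. A pair of clusters that met the pericyte marker set but not that requirement held 38 cells (0.672%) and 62 cells (0.843%) and stayed outside the class. One of the pair has ndufa4l2a among its 10 leading genes. The other, of 27 cells, has kcne4 there, behind COLEC10, colec11, angptl6, plp1b and CR318588.3. Whether its cells are pericytes is not settled by the marker set. The cytokine gene il11a was among the leading genes of 1 of the clusters that make up the pericyte-like class. Clustered alone, library 1 gave 0.584% and library 2 gave 1.73%. Smooth-muscle-like cells made up 3.40% and 3.38%, with 192 and 249 cells.

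Genes enriched in pericyte-like cells were sought as candidates for markers of this class. The size rule gave 154 genes, all of them in the authors' table. At a minimum fold of 2 there were 390, and against the highest other named class in place of all other cells there were 22. Ordered by the smaller fold of both libraries, the first 10 were alkal1, ndufa4l2a, angpt2b, rasl12, kcnj8, cx39.4, BX571719.1, gpr22a, pcdh18a and cables2b. The first, alkal1, rested on 17 UMIs in each library, with folds of 94.2 and 107.3 over all other cells. For ndufa4l2a (LL0000020116) the folds were 121.9 and 88.9, from 100 UMIs in each library. The list includes 6 of the 7 pericyte markers used for naming, all except cspg4, and the smooth-muscle marker myl9b. It shares 31 genes with the list of smooth-muscle-like cells and 19 with that of endothelial-like cells. When the fold was taken against the highest other class or unnamed cluster of at least 100 cells, 4 genes passed. They were pcdh1b, BX571719.1, alkal1 and ndufa4l2a, of which pcdh1b is named after its values were seen. Smaller clusters were left out of this rule. Among them is the pair with the pericyte marker set, 1 of which has ndufa4l2a among its leading genes.

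The study is known for ndufa4l2a and kcne4 as pericyte markers, so both were compared between pericyte-like and smooth-muscle-like cells. Expression of ndufa4l2a in pericyte-like cells was 415.8 and 323.8 CPM in libraries 1 and 2, against 6.68 and 22.3 CPM in smooth-muscle-like cells. The smooth-muscle-like values rest on few cells: 11 UMIs in 3 of 192 cells in library 1 and 48 UMIs in 6 of 249 cells in library 2. The log2 ratio was 5.96 (95% interval 5.06 to 7.01) in library 1 and 3.86 (3.35 to 4.39) in library 2, a mean of 4.91 ± 1.49 (SD, n = 2). For kcne4 (LL0000013115) expression was 511.5 and 369.1 CPM against 282.2 and 216.7 CPM. Its log2 ratio was 0.86 (0.56 to 1.15) and 0.77 (0.46 to 1.07), a mean of 0.81 ± 0.06 (SD, n = 2). At the lower of the other clustering resolutions the kcne4 ratio was 0.38, the lowest value found. UMIs of ndufa4l2a were found in 42.9% and 38.7% of pericyte-like cells, which had median depths of 3808 and 4113 UMIs. In smooth-muscle-like cells, with median depths of 6990 and 7330, the shares were 1.56% and 2.41%. Neuron-like cells, which should lack the gene, had 0 of 393 cells with a UMI, which allows a share of up to 0.763%, in library 1 and 0.357% in library 2, at median depths of 2642 and 2893. UMIs of kcne4 were found in 25 of 56 and 31 of 62 pericyte-like cells, 59.9% and 50.6% of smooth-muscle-like cells, and 0 of 393 and 1 of 561 neuron-like cells. With every cell thinned to 1000 UMIs, for which 0 cells of these classes were too shallow, kcne4 was detected in 25.0% and 27.4% of pericyte-like and in 22.4% and 17.3% of smooth-muscle-like cells. The thinned ndufa4l2a shares were 25.0% and 19.4% against 0.521% and 0.402%, the latter pair resting on 1 cell each.

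**Figure D1:**
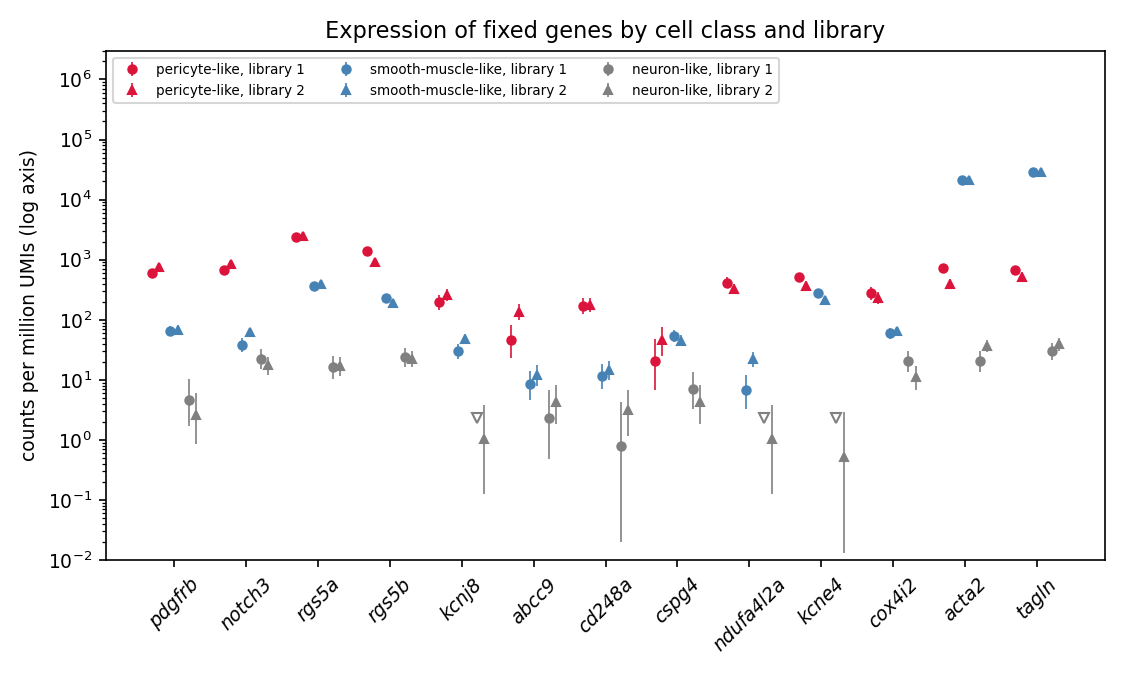
Expression of 13 of the fixed genes (CPM, log axis) in pericyte-like, smooth-muscle-like and neuron-like cells of each single-cell library, with exact 95% Poisson intervals; open inverted triangles mark the limit of 3 counts where 0 UMIs were found. For ndufa4l2a the pericyte-like values of 415.8 and 323.8 lie far above the smooth-muscle-like 6.68 and 22.3, whereas those of kcne4 lie close together.

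Of the 17 fixed genes, 5 were called at an adjusted p under 0.05 over all genes, and 5 were called when adjusted over the list alone. All 5 were lower in um148: pdgfrb, kcne4, ndufa4l2a, kcnj8 and rgs5b. The list includes genes the study is known to have picked, for which the second count is not independent evidence. The log2 fold change of kcne4 was -2.15 ± 0.39 (standard error taken from the test statistic), with an adjusted p of 4.213e-06. Its normalized counts were 165.5, 185.7 and 220.9. For ndufa4l2a the log2 fold change was -1.73 ± 0.38, with an adjusted p of 0.000197, and normalized counts were 262.3, 278.6 and 273.3. The log2 fold change of kcnj8 was -1.05, with an adjusted p of 0.0188. That of rgs5b was -2.97, with an adjusted p of 0.0377, but 1 library stood apart: normalized counts were 1476, 115.8 and 1391. The other 5 pericyte markers were not called, with log2 fold changes of -0.95 (rgs5a), -0.15 (cd248a), 0.11 (notch3), 0.34 (cspg4) and 0.72 (abcc9). Nor were acta2 (-0.48), tagln (-0.53), cox4i2 (-0.35), vtnb (-0.69) and pla1a (0.60). The last 2 had at most 1 UMI in pericyte-like cells of either library, below the limit of 3 counts.

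The pericyte-enriched list was then placed in the authors' comparison, to ask whether genes of this class as a set were lower in um148. Its median log2 fold change was -0.26 and its mean -0.31. Random lists had a median of -0.11, with a central 95% range of -0.21 to -0.02, which put the list at percentile 0.27 (two-sided p of 0.0056). By sign, 100 of the 154 genes were lower in um148. At an adjusted p under 0.05, 26 were lower and 11 higher, where random lists had 13 lower (one-sided p of 0.0006). The difference is small beside the spread between um148 libraries. Against the wild-type means implied by the authors' fold changes, the list's median was -0.48 in um148 library 1, -0.36 in library 2 and -0.08 in library 3, and that of all 9197 background genes was -0.20, -0.11 and -0.11. Library 3 alone thus did not stand below the background. Leaving out um148 library 2 gave a median of -0.23 and a p of 0.1004, so the call does not hold without that library. The values were -0.17 and 0.0452 without library 1, and -0.42 and 0.0002 without library 3. With single-cell library 2 alone left out, the list from library 1 had a median of -0.16 and a p of 0.2028. Without the genes shared with the smooth-muscle-like and endothelial-like lists the median was -0.22 and the p 0.1096. The 10 called genes of the list with the lowest log2 fold changes were il11a (-3.46), TCIM_1_of_many (-3.28), rgs5b (-2.97), cremb (-2.66), cx39.4 (-2.34), LL0000012718 (-2.26, named by its identifier), BX322618.1 (-2.20), kcne4 (-2.15), tm4sf18 (-1.91) and si:dkey-163m14.2 (-1.88). Enrichment was taken over all other cells, so a gene of the list can be higher in another class. BX322618.1 had 715.6 and 818.6 CPM in smooth-muscle-like against 278.6 and 352.9 in pericyte-like cells. For cremb this held in single-cell library 1 only (100.1 against 83.2 CPM). The rest of these 10 were higher in pericyte-like cells in both libraries. Among the 10 genes most enriched in pericyte-like cells, 9 were lower by sign and 5 of them were called: cx39.4, ndufa4l2a, BX571719.1, gpr22a and kcnj8.

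Lists of the 15 other named classes were tested in the same way, to ask whether the change of the pericyte-like list stood apart. After adjustment over these classes, 3 lists were lower than random lists and 5 were higher. The lower ones were osteoblast-like (median -0.29, adjusted p of 0.0473), erythroid-like (-0.27, 0.0193) and endothelial-like (-0.20, 0.0114). The erythroid-like list no longer differed from random lists (median -0.16, p of 0.2468) without the 22 of its 90 tested genes that it shares with a cluster of cells led by cell-division genes. The higher ones were skeletal-muscle-like (0.42), epidermis-like (0.27), neuron-like (0.12), tenocyte-like (0.11) and chondrocyte-like (0.02, against random lists at -0.13). The smooth-muscle-like list had a median of -0.14 (adjusted p of 0.2894). Its difference from the pericyte-like list, shared genes left out, was not significant either (-0.11, p of 0.168, adjusted 0.252). That p compares the difference with those between random lists drawn separately for each list. In the same test over 15 classes the pericyte-like list differed from 8 of them and not from the endothelial-, erythroid-, osteoblast-, fin-mesenchyme-, glia-, smooth-muscle- and pigment-like lists. Calls for the classes depended on the setting: drawing random lists from all genes of the authors' table gave 8 lower classes, and leaving out um148 library 2 gave 1. Over 25 alternatives the osteoblast-like list was lower in 20, the erythroid-like in 17 and the endothelial-like in 14. The neuron-like and skeletal-muscle-like lists were higher in 24 each, the epidermis-like in 23, the chondrocyte-like in 19 and the tenocyte-like in 12. The chondrocyte-like and tenocyte-like lists were no longer higher with random lists matched on coverage too.

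**Figure D2:**
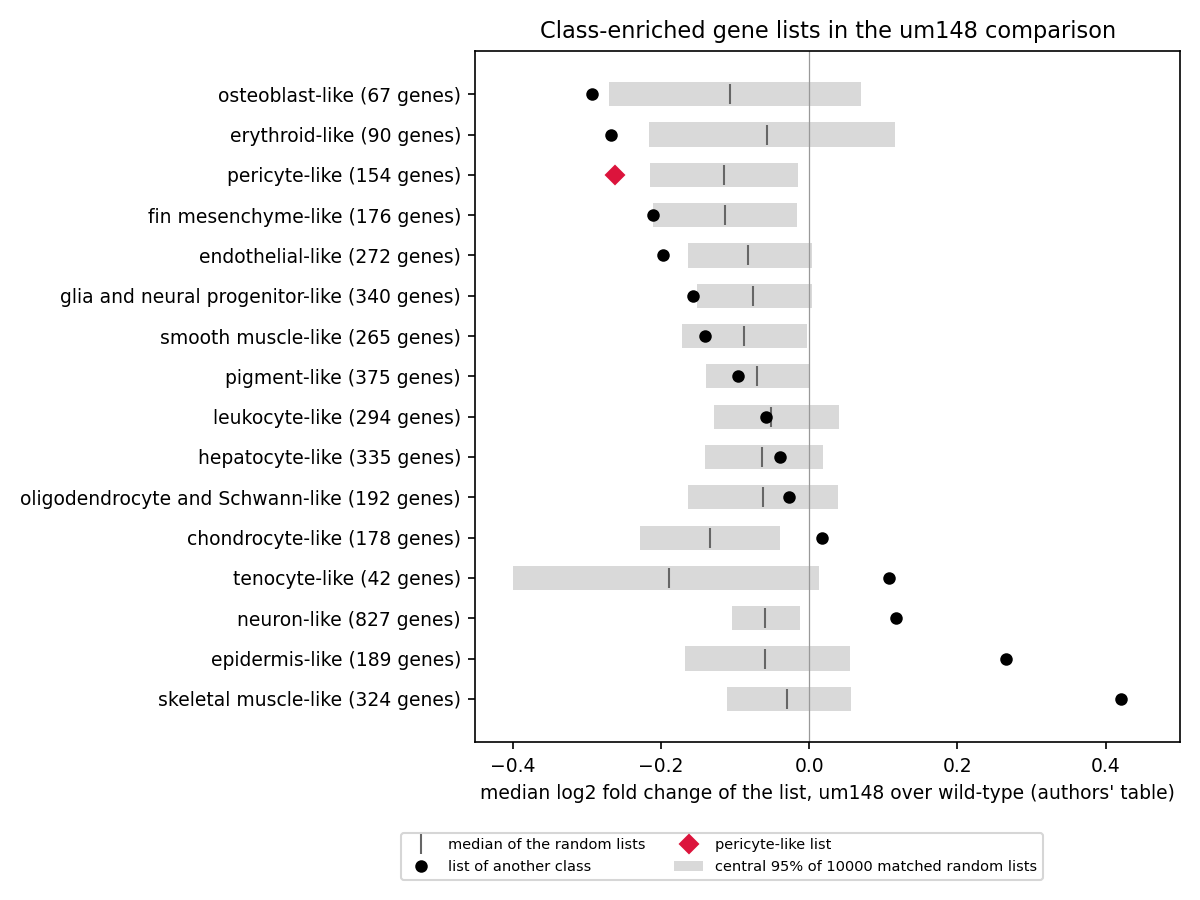
Median log2 fold change (um148 over wild-type, authors' table) of the genes enriched in each named class, as points, with the central 95% range of 10000 random lists matched on mean expression as grey bars. The pericyte-like list (red, -0.26) lies left of its bar, as do the osteoblast-like, erythroid-like, endothelial-like and, narrowly, the glia and neural progenitor lists (the last not significant after adjustment), and the skeletal-muscle-like list lies farthest right at 0.42.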

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

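All tests of this part were chosen after the values had been seen.

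Barcodes removed by the mitochondrial limit of 10%, which enter no comparison, still held UMIs of the 7 pericyte markers: 3515 in the 3976 such barcodes of single-cell library 1 and 315 in the 407 of library 2. These counts lie above the limit of 3 that a count of 0 allows, which is what singled them out. As CPM they amount to 238 and 164, against 453 and 473 in kept cells and 73.4 and 69.4 in neuron-like cells. Free RNA stays open. Barcodes removed for too few genes had 184 and 79.9 CPM, so the level in neuron-like cells may understate that of free RNA in poor barcodes. At least 3 of the 7 markers met in 113 removed barcodes of library 1 (2.84%, 95% interval 2.35 to 3.41) and in 10 of library 2 (2.46%, 1.18 to 4.47). If the marker UMIs were spread evenly over the removed barcodes' UMIs, as free RNA would be, 127.5 (106 to 148) and 20.6 (13 to 28) barcodes would have that many, so the markers did not meet more often than that. The test decides nothing, because kept cells of library 1 also fell short of an even spread (646 against 1976). Whether the removed barcodes include many pericyte-like cells stays open. With the limit at 20%, 5 of the 3978 barcodes between the limits that were left after doublet removal were named pericyte-like, and these held 0.737% of the 3123 marker UMIs found there. In kept cells 5.26% of marker UMIs lie in pericyte-like cells, so most marker UMIs lie outside the class in either set, and cells with a high mitochondrial share may be named less often. The marker set is also raised in other reporter-positive cells. No biological explanation was tested, since both libraries belong to 1 group, and the labels do not say why library 1 lost so many more barcodes at this limit.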

How the results depend on the processing

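Alternatives were set before the data were examined, except these, chosen afterwards: no marker required among the 10 leading genes (with 2 rounds or 1 round of clustering), a mitochondrial limit of 20%, random lists from all genes of the table or matched on coverage too, lists without shared genes, the fold against unnamed clusters, and leaving out um148 libraries in list tests. The list's median and both expression ratios kept their sign in every alternative run. The split of called genes into lower and higher and the direction of some other classes' lists did not, as given below. Causes of the changes were not tested unless given.

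The count of called genes, 1905, was 985 at an adjusted p under 0.01 and 1167 among genes at or above the median expression, where fewer genes are counted. The split of 864 lower and 1041 higher turned to 645 lower and 522 higher there. It stayed within 1.5 times under the other 2 alternatives. The median SD over um148 libraries, 0.344, was 0.380 with a pseudocount of 0.1 and 0.187 with 10, and 0.250 to 0.302 over the pairs left without 1 library. A filter at 10 counts removed no gene, so it tests nothing.

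The mean share of pericyte-like cells, 0.917%, moved by more than its SD in 11 of 12 alternatives. It was 1.18% with a minimum of 1000 genes per cell, 1.28% without doublet removal, 1.18% at a mitochondrial limit of 5%, 0.398% at the lower resolution, 0.726% at the higher resolution, 1.16% with each library clustered alone, 0.685% with 30 components, 1.67% with no marker required among the 10 leading genes and 3.47% with 1 round of clustering as well. Single libraries gave 0.584% to 1.73%. This share is therefore known only to within a few-fold.

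The number of pericyte-enriched genes, 154, was 390 at 2-fold, 57 at 8-fold and 73 at a minimum of 100 CPM. It was 22 against the highest other class and 4 against the highest class or unnamed cluster of at least 100 cells. Looser and stricter rules must give such changes. Single libraries gave 176 to 283, with 121 and 125 genes shared with the 154. With other filters, clustering or naming 65 to 127 genes were shared. All of these lists held ndufa4l2a, and all held kcne4 except those against the highest class, with or without unnamed clusters, and the list without shared genes.

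The list's median, -0.26, stayed negative in all 26 alternatives (-0.77 to -0.16) and below random lists at a two-sided p under 0.05 in 22 of them. In the other 4 the p was larger: -0.24 (p of 0.062) at the lower resolution, -0.22 (0.1096) without the genes shared with smooth-muscle-like and endothelial-like lists, -0.16 (0.2028) without single-cell library 2 and -0.23 (0.1004) without um148 library 2. Leaving out 1 library of either kind gave -0.42 to -0.16. The lowest median, -0.77, was that of the 22 genes enriched against the highest other class, and the 50 genes of highest fold had -0.57 (two-sided p of 0.0002 each). The p ranged from 0.0002, the smallest possible, to 0.2028. Called lower genes, 26, were 15 of 111 with each library clustered alone (one-sided p of 0.0569) and 5 of 22 against the highest other class (0.0509), no longer more than in random lists. They were 63 of 390 at 2-fold, 12 of 57 at 8-fold, 17 of 73 at 100 CPM, 11 of the 50 of highest fold, 16 at an adjusted p under 0.01 and 15 of 108 without shared genes (0.0445), still more than in random lists.

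Other classes below random lists, 3 of 15, were 1 at 8-fold, 5 at a minimum of 100 CPM, 1 without the fixed markers and 8 with random lists from all genes of the table. Leaving out 1 library gave 1 to 4, with 1 without um148 library 2 (erythroid-like). Of the 16 other classes named under any setting, 4 were lower than random lists under some alternatives and higher under others: glia and neural progenitor (lower in 9 of 25, higher in 3), fibroblast (2 and 3), leukocyte (2 and 2) and pigment (1 and 1).

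The log2 ratio of kcne4 between pericyte-like and smooth-muscle-like cells, 0.81, stayed positive but moved by more than its SD in 10 of 11 alternatives. It was 0.72 with a minimum of 1000 genes, 1.15 without doublet removal, 0.38 at the lower resolution, 0.92 at the higher resolution, 0.94 with each library clustered alone, 1.26 with no marker required among the leading genes, 0.59 with 1 round of clustering as well and 0.62 after thinning. Single libraries gave 0.61 to 1.27. That of ndufa4l2a, 4.91, moved by more than its SD only with 1 round of clustering and no marker required (3.35), and single libraries gave 3.96 to 6.19. After thinning it was 6.28, the highest value, resting on 1 UMI in smooth-muscle-like cells of each library.

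No paired analysis was possible because the wild-type libraries are not among the samples and the single-cell libraries belong to no second group. The authors' comparison was not refitted on other splits of the libraries, since the table's wild-type columns, which belong to no sample of the series, were left unused by choice. With 56 and 62 pericyte-like cells, a count of 0 allows up to 5.36% and 4.84% of cells with a UMI.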

Other observations

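Apart from values repeated from the parts above, all tests of this part were chosen after the results they concern had been seen. The genotypes cannot be separated from any batch of their libraries, because the labels give none and the wild-type libraries are not among the samples.

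The lower median of the pericyte-enriched genes (-0.26) was set against several explanations. Gene length was not known, so bulk coverage per single-cell UMI stood in for it. With random lists matched on this ratio too, and on coarser bins of mean expression, the list stayed lower. The two-sided p was 0.0002, the smallest the draws can give. This argues against a bias that follows the ratio. A bias with gene length stays open, because the ratio also rests on the mean of both genotypes and on the cells each reporter sorted. That coverage ratio does relate to the fold change across the 9197 background genes (Spearman 0.232, genes not being independent). Handling of the cells stays open in part. The list holds 0 of the immediate-early genes treated separately, but its median log2 ratio of um148 library 2 to the mean of libraries 1 and 3 was -0.06, against 0.06 in random lists (p of 0.0138). Of its 26 genes called lower, 13 were lowest in library 2, where 37.6% of background genes called lower were. Without library 2 the list no longer differed from random lists (-0.23, p of 0.1004). A fall shared by all mural cells stays open, since the pericyte-like and smooth-muscle-like lists did not differ (p of 0.168 from random lists drawn for each). Taken singly, the pericyte-enriched list without smooth-muscle-enriched genes was lower than random lists (median -0.28, p of 0.0104), and the smooth-muscle-enriched list without pericyte-enriched genes was not (-0.14, p of 0.2302), which alone does not show that they differ. Fewer pericyte-like cells in the um148 sort may contribute. The 17 genes with at least 10% of their UMIs in pericyte-like cells had a median of -0.92, against -0.22 for the other genes of the list. Over the whole list the Spearman correlation of this share with the fold change was only -0.166. For 38 of the 154 genes the fold change lies more than 2 standard errors below what the complete loss of the named class would give, against 26 in random lists (one-sided p of 0.0099), so most of this count is what genes of like expression show. The 38 genes include all 26 called lower, a set picked by its falls. Complete loss would give -0.12 for kcne4 and -0.61 for ndufa4l2a. This bound takes the class as named and single-cell shares as those of the bulk sort, which used another reporter line, so a wider loss, among cells of the unnamed clusters with pericyte markers for example, cannot be told apart from lower expression per cell.

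Of 21 unnamed clusters with pericyte markers or at least 100 cells, 20 could be tested and 1, the largest of all clusters, had too few genes in the table (3). Of the 20, 6 lists were lower and 3 higher than random lists after adjustment over these 20. Both clusters that carry the pericyte marker set were among the lower ones, with medians of -0.30 (adjusted p of 0.002) and -0.21 (0.0075). Clusters without this set were lower too. Those of 133, 196 and 472 cells had medians of -0.62 (adjusted p of 0.0023), -0.38 (0.0008) and -0.29 (0.0418). A fall is thus not particular to clusters with pericyte markers. The lowest of these 20 medians, below those of the 16 named classes by the same rule, was that of a cluster of 268 cells led by genes of cell division (ube2c, top2a, kpna2, aspm, cenpf, cdk1 and mki67). Of its 218 genes, 185 are in the authors' table, with a median log2 fold change of -0.74 against -0.08 in random lists. By sign 165 were lower, and 45 were called lower and 2 higher, where random lists had 11 lower. A list of 31 proliferation genes written by hand after the cluster had been seen, 30 of them in the table and 19 shared with the cluster's list, had a median of -0.82 (-0.70, -0.98 and -0.86 in the um148 libraries), with 13 called lower and 0 higher. A bias that follows coverage per UMI is argued against as the whole cause: with random lists matched on it too, the two-sided p of the cluster's list was 0.0002. A single deviating um148 library is argued against as well. Against the implied wild-type means the list's medians in um148 libraries 1, 2 and 3 were -0.66, -0.73 and -0.87, all below the -0.20, -0.11 and -0.11 of the background genes. The fall was thus larger than that of the pericyte-enriched list and present in each um148 library. A candidate explanation is a lower share of dividing cells among the reporter-positive cells sorted from um148 larvae. A difference in stage or growth of the larvae, in the gate, or between library batches stays open and was not tested.

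Removing the cluster's genes changed other lists. The pericyte-enriched list has 3 tested genes in common with it and without them had a median of -0.24 (p of 0.0174). The glia and neural progenitor list has 107 of its 340 tested genes in common with it. As a whole it had a median of -0.16, with 43 genes called lower against 20 in random lists (adjusted p of the median 0.0637), and its direction varied with the setting, lower in 9 of 25 alternatives and higher in 3. Without the 107 genes its median was 0.10 (p of 0.0016, higher than random lists). The erythroid-like list has 22 of its 90 tested genes in common with it and without them no longer differed from random lists (median -0.16, p of 0.2468). The osteoblast-like list shares 0 of them. The endothelial-like list shares 1 and without it had a median of -0.20 (p of 0.0054). Cell-division genes are thus a candidate source of the changing direction of the glia-like list, with -0.66 as the smallest of their falls over the um148 libraries.

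Immediate-early genes, whose transcripts rise within minutes when tissue is dissociated, were lower in um148: 19 of the 20 listed are in the table, with a median of -1.25 against -0.39 in random lists. Called lower were 5, against 3 in random lists (one-sided p of 0.126) and 2 in lists matched on coverage too (0.03). A bias that follows coverage per UMI is argued against (two-sided p of 0.0002 with matching on it too). A difference in handling before lysis has the values it needs. In um148 library 2 these genes were at a median log2 ratio of -2.33 to the mean of libraries 1 and 3, although the 3 libraries share a genotype. Library 2 was the lowest in 18 of 19 genes, and the median ratio of the highest to the lowest library was 6.05. Handling may therefore explain much of this fall, and of the low rgs5b value in the same library, which was not tested. Without library 2 the median was -0.79 (p of 0.0116), so part of it does not rest on that library.

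Ribosomal protein genes were lower by sign in all 80 cases, with a median of -0.70 against -0.43 in random lists of like expression, but 4 were called lower, fewer than the 13 in random lists. Their medians against the implied wild-type means were -1.14, -0.55 and -0.51 in um148 libraries 1, 2 and 3, so library 1 was farthest below. Bias with coverage cannot be told apart from a change in these genes. Of the 142 genes in the bin of high expression and low coverage per UMI, 61 are ribosomal protein genes, and the other genes of that bin had a median of -0.54, which may mean that transcripts of this kind were captured less in the um148 libraries. The 13 mitochondrially encoded genes had a median of -0.62, within random lists (p of 0.1652), but 12 were lower by sign and 5 were called lower, against 2 in random lists (one-sided p of 0.0276).

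Genes near the Pdgf loci were examined for differences linked to the mutant locus. Of the 60 genes nearest to pdgfrb, pdgfba and pdgfbb, 10 on each side, 8 were called (13.3%), against 10.5% of the 14312 placed genes (one-sided exact binomial p of 0.2894). By locus 2, 4 and 2 of 20 were called, so linked differences could be neither shown nor excluded with so few genes. The RefSeq table has 1 rRNA symbol in the authors' table, zgc:158463, with a log2 fold change of 4.61.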
